# Diet‐MEF2 interactions shape lipid droplet diversification in muscle to influence *Drosophila* lifespan

**DOI:** 10.1111/acel.13172

**Published:** 2020-06-14

**Authors:** Xiao Zhao, Xiaotong Li, Xiangyu Shi, Jason Karpac

**Keywords:** carbohydrate, cyclin E, dietary adaptation, *Drosophila*, glucose, high calorie diet, lactate, lifespan, lipid droplet, lipid metabolism, MEF2, muscle, survival

## Abstract

The number, size, and composition of lipid droplets can be influenced by dietary changes that shift energy substrate availability. This diversification of lipid droplets can promote metabolic flexibility and shape cellular stress responses in unique tissues with distinctive metabolic roles. Using *Drosophila,* we uncovered a role for myocyte enhancer factor 2 (MEF2) in modulating diet‐dependent lipid droplet diversification within adult striated muscle, impacting mortality rates. Muscle‐specific attenuation of MEF2, whose chronic activation maintains glucose and mitochondrial homeostasis, leads to the accumulation of large, cholesterol ester‐enriched intramuscular lipid droplets in response to high calorie, carbohydrate‐sufficient diets. The diet‐dependent accumulation of these lipid droplets also correlates with both enhanced stress protection in muscle and increases in organismal lifespan. Furthermore, MEF2 attenuation releases an antagonistic regulation of cell cycle gene expression programs, and up‐regulation of Cyclin E is required for diet‐ and MEF2‐dependent diversification of intramuscular lipid droplets. The integration of MEF2‐regulated gene expression networks with dietary responses thus plays a critical role in shaping muscle metabolism and function, further influencing organismal lifespan. Together, these results highlight a potential protective role for intramuscular lipid droplets during dietary adaptation.

## 1 INTRODUCTION

Lipid droplets (LD) are ubiquitous cellular organelles that direct lipid storage across taxa (Guo, Cordes, Farese, & Walther, 2009; Thiam & Beller, 2017). As the major site of neutral lipid storage, primarily triglycerides, and sterol esters, these organelles provide energy substrates for mitochondrial beta oxidation. Thus, lipid droplets play a central and ancestral role in cellular and organismal energy homeostasis, as well as lipid metabolism (Welte, 2015).

Accordingly, LDs are fundamentally important in cells and tissues that govern lipid metabolism and energy homeostasis, such as adipose tissue, the intestine, the liver, and muscle. Unique or specific cellular functions also guide the number, size, and composition of lipid droplets within these metabolic tissues (Thiam & Beller, 2017). For example, in adipocytes, extremely large lipid droplets are massively enriched in triglycerides in order to provide fatty acids for systemic energy substrate usage. LDs in adipose thus act as stored macronutrient reservoirs for other tissues to balance energy homeostasis in response to diurnal changes in feeding or activity, as well as during nutrient deprivation (Baskin, Winders, & Olson, 2015; Zhao & Karpac, 2017). Conversely, lipid droplets in striated muscle, primarily an energy usage tissue are smaller with more varied lipid compositions (Amati et al., 2011; Covington et al., 2017; Schrauwen‐Hinderling, Hesselink, Schrauwen, & Kooi, 2006; Smith, Soeters, Wüst, & Houtkooper, 2018). These intramuscular LDs are usually embedded within dense mitochondrial networks, likely to facilitate efficient shuttling of fatty acids into mitochondria in order to compensate for elevated energy demands (Covington et al., 2017; Schrauwen‐Hinderling et al., 2006). The diversification of LD numbers, size, and composition is thus heavily influenced by specific cellular functions and highlights the dynamism and adaptability of these organelles (Goodpaster & Sparks, 2017).

Intramuscular lipid droplet diversification is further shaped by diet and nutrient availability. Dietary adaptation within tissues is critical to balance energy homeostasis, promotes cellular stress responses, and maintains organismal viability in both energy‐replete and depleted states. In striated muscle, LD accumulation in response to dietary adaption has been increasingly linked to advantageous outputs, such as enhanced metabolic flexibility and maintenance of cellular and systemic metabolic function (Bosma et al., 2012; Daemen, van Polanen, & Hesselink, 2018; Goodpaster & Sparks, 2017; Muoio, 2012; Smith et al., 2018; Wang et al., 2011; Watt, 2009). Thus, the diversification of intramuscular lipid droplets influenced by unique dietary challenges may reflect a subsequent diversification in lipid droplet function. To this end, accumulating evidence suggests that the biological roles of these organelles extend far beyond the control of energy homeostasis as macronutrient reservoirs (Welte, 2015; Welte & Gould, 2017). LDs have emerged as important nodes for various stress responses, including autophagy, innate immunity, anti‐oxidant mechanisms, and proteostasis (through controlling endoplasmic reticulum [ER] stress and the unfolded protein response [UPR], reviewed in (Henne, Reese, & Goodman, 2018)and (Anand et al., 2012; Bailey et al., 2015)). Since intramuscular LDs can potentially shape both metabolic flexibility and cellular stress responses, it is critical to explore the functional role of muscle lipid droplet diversification in response to dietary adaptation.

Genetically, tractable insect models provide unique advantages to explore the diversification of intramuscular lipid droplets in vivo. Flying insects have evolved specialized and high‐output flight muscles that require abundant energy substrates. To this end, these animals must readily adapt to changes in diet, either in macronutrient availability or calorie intake, to maintain muscle form and function. Here, we leverage in vivo high‐throughput LD screening in the fruit fly *Drosophila melanogaster* in order to uncover a diet‐dependent and myocyte enhancer factor 2 (MEF2)‐mediated diversification of intramuscular lipid droplets that correlates with enhanced lifespan.

## 2 RESULTS

### 2.1 MEF2 restrains intramuscular lipid droplet accumulation in response to high calorie diets

Similar to numerous vertebrate somatic muscle types, *Drosophila* indirect flight muscle (thoracic IFM) is a cross‐striated fibrillar muscle, containing longitudinal and ventral segments, with similar contraction/relaxation regulatory mechanisms (Iwamoto, 2011; Swank, 2012). The indirect flight muscle is dotted with small lipid droplets in between myofibrils that can be efficiently labeled and visualized with a lipid‐droplet‐binding domain‐GFP fusion protein (UAS‐LD‐GFP) coupled with thoracic muscle‐specific transgenic expression drivers (Act88FGal4 and Act88FGeneSwitch[GS], Mlih, Khericha, Birdwell, West, & Karpac, 2018; Zhao & Karpac, 2017)). Using these genetic tools, we tested whether macronutrient composition of various energy‐replete diets could influence intramuscular LD diversification in *Drosophila* (mated female flies [3–4 days posteclosion] exposed to diets for 10 days). Diets include: (I) a high yeast–low sugar diet (HY‐LS; excessive in protein, which leads to a lower rate of calorie intake), (II) a high sugar–low yeast diet (HS‐LY; excessive in simple sugars [sucrose], which leads to a higher rate of calorie intake), and (III) a high calorie diet (slightly more balanced in macronutrients, but with sufficient carbohydrate [both simple and complex] to increase rates of calorie intake; Figure 1a and Figure S1a). Calorie intake was calculated based on feeding rate and the nutritional parameters of each diet. While all of these diets should provide excessive calories based on macronutrient composition and availability, distinct nutrient‐dependent changes in animal feeding alters the overall caloric intake (Figure 1a and (Skorupa, Dervisefendic, Zwiener, & Pletcher, 2008; Prasad & Hens, 2018)). However, measuring LD‐GFP+ lipid droplet area in IFM dorso‐longitudinal muscles (DLM), we found that HY‐LS and HS‐LY diets just nominally increased LD size compared to a high calorie diet (using both Act88FG4 and RU486‐dependent Act88FGS thoracic muscle drivers, Figure 1b and Figure S1b,c). Intermyofibrillar lipid droplets are intermixed with mitochondrial networks likely to maximize lipid energy substrate usage (Schrauwen‐Hinderling et al., 2006; Zhao & Karpac, 2017), so we next explored genetic modifications (linked to cellular energy homeostasis) that could potentially influence diet‐dependent intramuscular LD diversification. To this end, we uncovered a role for *Drosophila* MEF2 in modulating muscle LD size and composition.

**FIGURE 1:**
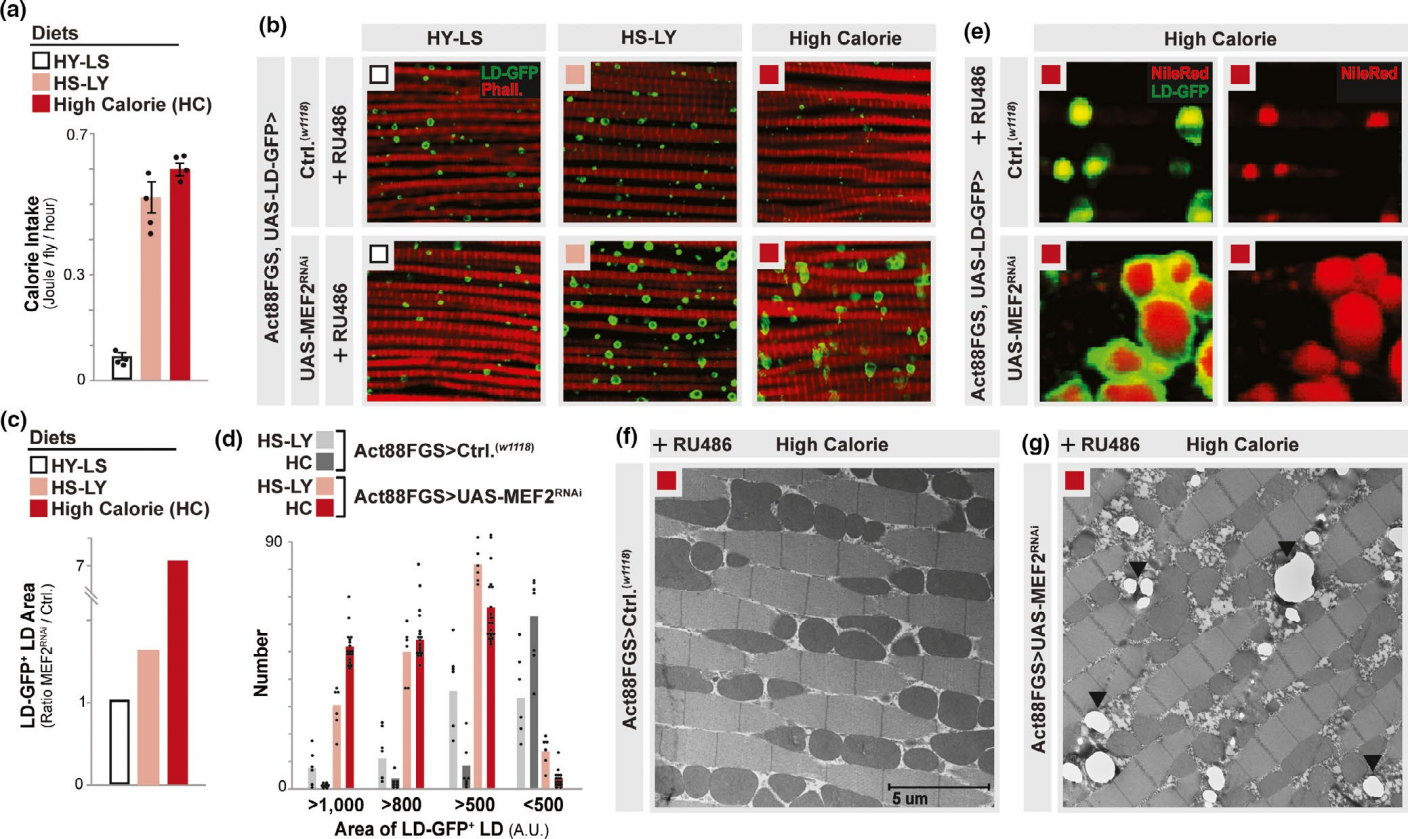
Diet‐MEF2 interactions shape intramuscular lipid droplet diversification. (a) Caloric intake related to indicated diets (joule/fly/hour). *n* = 4 samples. HS‐LY and HC diets display statistically significant increases in calorie intake compared to a HY‐LS diet. (b‐e) Diet‐ and MEF2‐dependent changes in lipid droplet accumulation. Genotypes *w^1118^*; Act88FGS, UAS‐LD‐GFP,/+ (Act88FGS, UAS‐LD‐GFP>*w^1118^*) or *w^1118^;* Act88FGS, UAS‐LD‐GFP/+; UAS‐MEF2 RNAi/+ (Act88FGS, UAS‐LD‐GFP>UAS‐MEF2 RNAi); all flies fed RU486. (b) Fluorescence imaging and staining to detect lipid droplets (LD) in dissected dorsal longitudinal thoracic (IFM) muscle from indicated diets; LD (LD‐GFP, green) and F‐actin filaments (Phalloidin, Red). (c) Quantification of LD size/area (LD‐GFP‐positive lipid droplets) from indicated diets (plotted as ratio of MEF2 RNAi size/Ctrl. [*w^1118^*] size). *n* = 480–1,250 LDs from 6–18 independent dissected muscle segments. (d) Quantification of LD size/area (LD‐GFP‐positive lipid droplets) from indicated diets (plotted as number of individual droplets of various sizes [A.U., arbitrary units >1,000, >800, >500, or <500]). *n* = 480–1,250 LDs from 6–18 independent dissected muscle segments. (e) Staining (40×) of LDs in dissected dorsal longitudinal thoracic (IFM) muscle (high calorie diet); LD (LD‐GFP, green) and neutral lipids (Nile Red, Red). (f‐g) Thoracic muscle ultrastructure visualized by electron microscopy; from (f) *w^1118^;* Act88FGS/+ (Act88FGS>*w^1118^*) or (g) *w^1118^; *Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi); all flies fed RU486. Examples of LDs marked by black arrows, scale bars shown. Images are representative

MEF2 is an evolutionarily conserved transcription factor that directs various cellular functions including muscle cell differentiation during embryogenesis, as well as developmental myogenesis, across taxa (Bryantsev, Baker, Lovato, Jaramillo, & Cripps, 2012; Potthoff & Olson, 2007; Soler, Han, & Taylor, 2012). *Drosophila* MEF2 activity is maintained in adult thoracic IFM despite the completion of myogenesis, but MEF2 has been shown to control various aspects of energy homeostasis (i.e., lipid metabolism and aerobic respiration) in diverse tissues (Azzouzi et al., 2010; Bryantsev et al., 2012; Clark et al., 2013; Czubryt & Olson, 2004). MEF2 transcriptional activation function has also been shown to regulate mitochondrial function (Czubryt, McAnally, Fishman, & Olson, 2003; Michael et al., 2001). Thus, we assayed diet‐dependent intramuscular LD diversification in *Drosophila* with attenuated MEF2 activity. Inhibiting MEF2 specifically in adult thoracic muscle (Act88FGS, UAS‐LD‐GFP>UAS‐MEF2^RNAi ^+RU486; RNAi induced after adult myogenesis is complete) promotes the accumulation of large intramuscular lipid droplets in response to HS‐LY and high calorie diets, but not a HY‐LS diet (compared to controls; Act88FGS, UAS‐LD‐GFP>*w^1118^* +RU486, Figure 1b‐d; additional experimental analysis [Act88FGS>UAS‐MEF2^RNAi ^+/−RU486] is provided in Figure S2a). This is marked during high calorie diet feeding, where, on average, lipid droplet area is increased nearly 7‐fold (Figure 1c and Figure S2b), and we subsequently confirmed that these large LD‐GFP+ lipid droplets store neutral lipids (Figure 1e). Similar results were found using an independent MEF2^RNAi^ transgene (Figure S2c,d). Additionally, attenuating MEF2 with the Act88FGal4 driver promoted massive increases in LD size as well. This genetic manipulation, however, also disrupted myogenesis since the driver is active during the last stages of *Drosophila* muscle development (Figure S2e), highlighting the requirement to use adult‐inducible drivers to explore these diet‐dependent phenotypes. Finally, utilizing electron microscopy, we analyzed muscle ultrastructure to confirm the presence of large, intermyofibrillar LDs when MEF2 function is attenuated during high calorie diet feeding (Act88FGS>UAS‐MEF2^RNAi ^+RU486 compared to Act88FGS>*w^1118^* +RU486 controls, absent the LD‐GFP marker, Figure 1f,g). Taken together, these data show that *Drosophila* MEF2 activity in adult muscle (postmyogenesis) restrains the accumulation of large lipid droplets in response to carbohydrate‐sufficient high calorie diets.

The accumulation LDs within striated muscle is often associated with elevated muscle triglyceride content (Watt, 2009). Furthermore, most animals, and especially insects, rapidly convert excess carbohydrates into stored lipids through de novo synthesis in order to drive long‐term energy storage and promote dietary sugar tolerance (Havula et al., 2013; Zhao & Karpac, 2017). Contrastingly, we found that MEF2‐ and high calorie diet‐dependent LD accumulation correlates with decreased thoracic muscle triglyceride content in *Drosophila* (dissected thoraces enriched in IFM from Act88FGS>UAS‐MEF2^RNAi^ [+/−RU486] flies, Figure 2b). Additional controls (including RU486 dosing effects) are provided in Figure 2a and Figure S2f,g. There is also no difference in thoracic muscle de novo lipid synthesis (measured by incorporation of radiolabeled glucose (^14^C‐glucose) into total lipids extracted from dissected thoraces) in similar genetic backgrounds (Figure 2c). Besides triglycerides, lipid droplets can also act as reservoir for cholesterol (stored as esterified cholesterol), which is essential for maintaining cellular and systemic cholesterol homeostasis (Guo et al., 2009; Thiam & Beller, 2017; Walther, Chung, & Farese, 2016; Welte, 2015). To this end, we uncovered that MEF‐2 attenuation leads to cholesterol ester accumulation in thoracic muscle in response to HS‐LY and high calorie diets (Figure 2d), the strength of which correlates with the increasing size of LDs (Figures 1b and 2d), suggesting that many of these LDs contain cholesterol ester. To validate these biochemical assays, we utilized isolated longitudinal IFM muscle segments (ex vivo) coupled with a fluorescent cholesterol ester lipophilic dye (CholEsteryl [CE] BODIPY, (Hsieh et al., 2012)) and imaging. We found that muscle‐specific inhibition of MEF2 promotes strong increases in CE BODIPY‐positive intermyofibrillar LDs (Figure 2e, flies fed a high calorie diet), and most (but not all) diet‐and MEF2‐augmented LD‐GFP+ lipid droplets are enriched with cholesterol ester (Figure 2f). *Drosophila* MEF2 function thus influences diet‐dependent intramuscular lipid droplet diversification (both size and composition) linked to changes in calorie intake and/or macronutrient availability.

**FIGURE 2:**
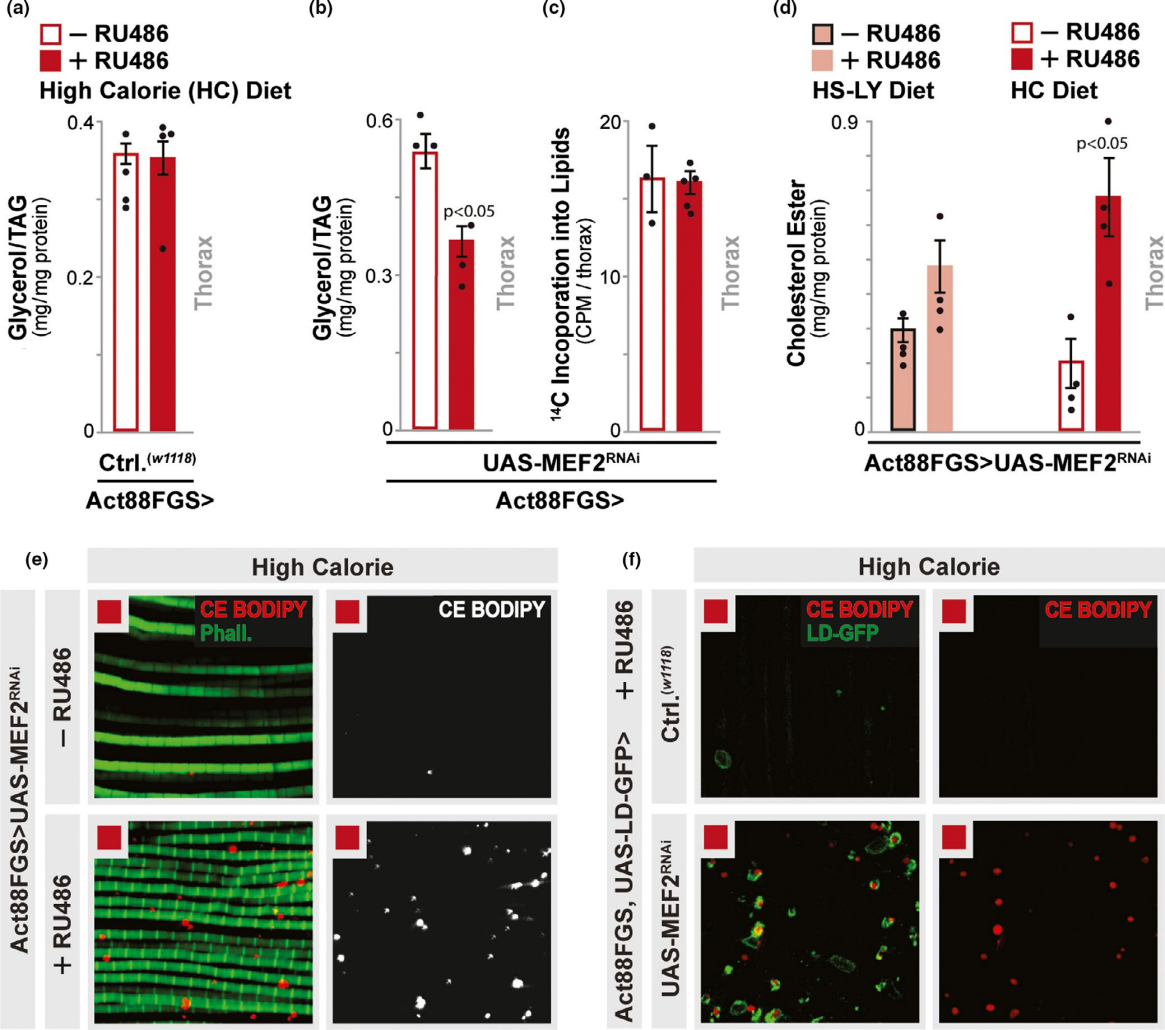
Diet‐MEF2 interactions shape intramuscular lipid content. (a) Triglyceride (TAG) content from dissected thoraces/muscle. *w^1118^;* Act88FGS/+ (Act88FGS>*w^1118^*) flies, +/−RU486 (high calorie diet). *n* = 4 samples. (b) TAG content from dissected thoraces/muscle. *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies, +/−RU486 (high calorie diet). *n* = 3 samples. (c) Quantification of de novo lipid synthesis via incorporation of diet‐fed (4 hr.) ^14^C‐labeled glucose into total lipids from dissected thoraces/muscle. *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies, +/−RU486 (high calorie diet). *n* = 3–5 samples. (d) Cholesterol ester content from dissected thoraces/muscle from indicated diets. *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies, +/−RU486. *n* = 4 samples. (e,f) Fluorescent imaging and staining of LDs in isolated/dissected dorsal longitudinal thoracic (IFM) muscle treated ex vivo with CholEsteryl (CE) BODIPY C11; (e) *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies; +/−RU486; F‐actin filaments (Phalloidin, Green) and CE BODIPY (Red/White). Red squares; HC diet. (f) *w^1118^;* Act88FGS, UAS‐LD‐GFP/+ (Act88FGS, UAS‐LD‐GFP>*w^1118^*) and *w^1118^;* Act88FGS, UAS‐LD‐GFP/+; UAS‐MEF2 RNAi/+ (Act88FGS, UAS‐LD‐GFP>UAS‐MEF2 RNAi); all flies fed RU486; LD (LD‐GFP, green) and CE BODIPY (Red). All flies fed a high calorie diet. Bars represent mean ± *SE*. All flies were females. Red squares; HC diet

### 2.2 MEF2‐mediated and diet‐dependent accumulation of intramuscular lipid droplets correlates with enhanced organismal lifespan

We next wanted to explore the functional consequences of these diet‐dependent changes in muscle lipid droplet size and composition. The utilization of *Drosophila* to tissue‐specifically and diet‐dependently modify intramuscular LD diversification allows for a more direct correlation between lipid droplet accumulation, tissue homeostasis, and organismal health. We uncovered that attenuating MEF2 function in thoracic muscle enhanced lifespan of *Drosophila* chronically fed a HS‐LY or high calorie diet, but not a HY‐LS diet (Act88FGS>UAS‐MEF2^RNAi^ +/−RU486, Figure 3a‐c and Figure S3a‐c). Mean lifespan is increased, while age‐specific mortality is decreased (Figure 3a‐c and Figure S3a‐g; additional RU486 controls are provided in Figure 3d‐f, and independent population/trial statistics [females and males] are provided in Table S1). Enhanced lifespan thus correlates with diet‐dependent intramuscular LD accumulation (Figure 1b‐d), not MEF2 inhibition. Furthermore, the extent of mean lifespan extension correlates with the extent of LD accumulation in muscle (i.e., mean lifespan extension is most pronounced in *Drosophila* fed a high calorie diet, where MEF2‐mediated intramuscular LD size is most increased compared to controls, Figure 3c and Figure 1c). Similar results were found using an independent MEF2^RNAi^ transgene (Figure S3h‐i). While dietary macronutrient imbalances can significantly reduce lifespan (HY‐LS and HS‐LY), LD diversification is still positively associated with lifespan extension in flies fed an imbalanced HS‐LY diet (Figure 3b).

**FIGURE 3:**
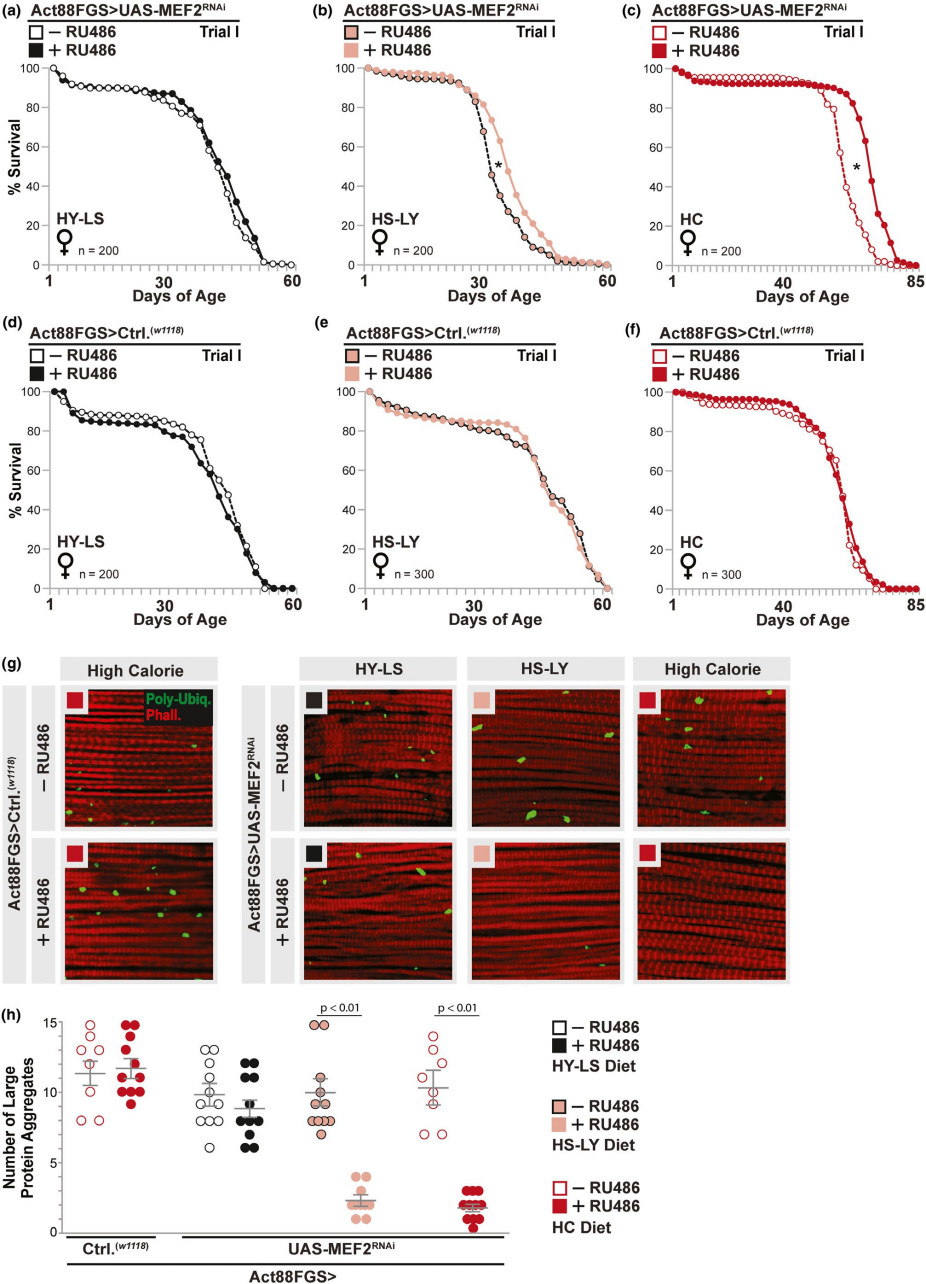
Intramuscular lipid droplet diversification correlates with stress protection and enhanced lifespan. (a‐f) Lifespan curves (lifespan, independent trial); *w^1118^;*Act88FGS/+;UAS‐MEF2 RNAi/+(Act88FGS>UAS‐MEF2 RNAi) female flies (+/−RU486) fed a (a) HY‐LS diet, (b) HS‐LY diet, or (c) high calorie (HC) diet; *w^1118^;* Act88FGS/+ (Act88FGS>*w^1118^*) female flies (+/−RU486) fed a (d) HY‐LS diet, (e) HS‐LY diet, or (f) HC diet. *n* = 200–300 flies; *p value <.01 (mean lifespan). (g) Immunostaining to detect poly‐ubiquitin protein (aggregates, Poly‐Ubiq.) in dissected dorsal longitudinal thoracic muscle from indicated diets; anti–poly‐ubiquitin (green), F‐actin filaments (Phalloidin, Red), and nuclei (DAPI, blue). Genotypes (+/−RU486) described above. Black squares; HY‐LS diet, Pink squares; HS‐LY diet, Red squares; HC diet. (h) Quantification of large protein aggregates (Poly‐Ubiq.‐positive) from indicated diets and genotypes. Circles represent independent (*n* = 8–11 dissected dorsal longitudinal thoracic (IFM) muscle segments. All flies were females

We also found evidence that diet‐dependent accumulation of LDs in muscle autonomously enhances stress protection. Maintaining muscle proteostasis (marked by stress‐dependent changes in intramuscular protein aggregates) can often improve organismal survival rates, especially in *Drosophila* (Bai, Kang, Hernandez, & Tatar, 2013; Demontis & Perrimon, 2010). LD diversification in longitudinal IFM, promoted by MEF2 attenuation and carbohydrate‐sufficient high calorie diets, also correlates with decreases in intramuscular protein aggregates (Act88FGS>UAS‐MEF2^RNAi^ +/−RU486, and additional Act88FGS>*w^1118^* +/−RU486 controls; Figure 3g,h). Again, enhanced muscle proteostasis correlates with LD accumulation, as there is no MEF2‐dependent effect on protein aggregates in response to a HY‐LS diet (Figure 3g,h).

In summary, these results suggest that lipid droplet diversification in muscle, related to changes in distinctive dietary macronutrients and/or calorie intake, may play an overall protective role in maintaining tissue homeostasis and subsequently enhance organismal lifespan.

### 2.3 MEF2‐regulated transcriptional networks govern intramuscular lipid droplet diversification in response to availability of specific dietary macronutrients

Our data highlight that MEF2 function restrains LD accumulation in indirect flight muscle when *Drosophila* are exposed to diets that increase caloric intake, driven by sufficient levels of dietary carbohydrates. Unique tissues with diverse functions can differentially utilize dietary macronutrients as energy substrates, and sugars act as essential (and efficient) carbon sources for fueling flight muscles in both invertebrates and hovering vertebrates (Jenni‐Eiermann, 2017; Sacktor & Childress, 1967; Suarez et al., 2005; Welch & Chen, 2014). Thus, we next wanted to explore MEF2 dependent muscle transcriptional networks, putatively influenced by carbohydrate availability, that could modulate lipid droplet diversification and potentially alter organismal lifespan. Utilizing transcriptomics (RNA‐seq.), we generated genome‐wide expression profiles from dissected thoraces of Act88FGS>UAS‐MEF2^RNAi^ (+/−RU486) flies fed a high calorie diet (compared to controls [Act88FGS>*w^1118^* +/−RU486]). 

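Act88FGS is a GeneSwitch driver, a GAL4 fusion that is active only when flies are fed RU486, so flies of the same genotype kept without RU486 serve as the uninduced control. For each of the 4 conditions, 1 library was made from total RNA of 8 thoraces of female flies kept on the high calorie diet until 10 days of age. With 1 library per condition, no difference between libraries has a replicate check and no p-value is given. The authors deposited 1 table of log2 values for 13012 genes in the 4 libraries. The table is centred gene by gene, since the 4 values of each gene sum to 0. A value is therefore a log2 difference from the mean of that gene over the 4 libraries and holds no expression level. Read totals are not part of the table, so the depth behind each value is unknown. The text of the paper calls the values Log2 transformed. The aligner, the counting method, the genome build and the centring are not named in that text or in the sample labels. The methods in the paper's Supplemental Information were not used here. Fold changes were computed here as 2 to the power of the difference between the +RU486 and -RU486 values of a genotype.

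The libraries did not share a common level. The median over all genes was -0.18 in MEF2 RNAi flies with RU486 and 0.19 without, and 0.17 in w1118 flies with RU486 and -0.18 without. The median log2 fold change of all genes upon RU486 feeding was thus -0.38 in MEF2 RNAi flies and 0.36 in controls, and 83.7% of genes were lower with RU486 in MEF2 RNAi flies and higher with RU486 in controls. Changes are therefore also given after each library was set to the median of all its genes, which raises every log2 fold change in MEF2 RNAi flies and lowers every one in controls, and after each was set to the median of 86 genes named for cytosolic ribosomal proteins, a reference chosen after the values were seen.

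Mef2, the gene targeted by the RNAi (chromosome 2R, 9913496 to 9958858 in the BDGP6 annotation, a build that the text of the paper does not name), had values of -0.38 and 0.25 in MEF2 RNAi flies with and without RU486 and 0.22 and -0.098 in the corresponding controls. Its fold change was 0.647 in MEF2 RNAi flies and 1.25 in controls. Relative to the median of all genes its log2 fold change was -0.26 in MEF2 RNAi flies and -0.026 in controls. Relative to the ribosomal protein genes it was -0.16 in both genotypes.

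**Figure D1:**
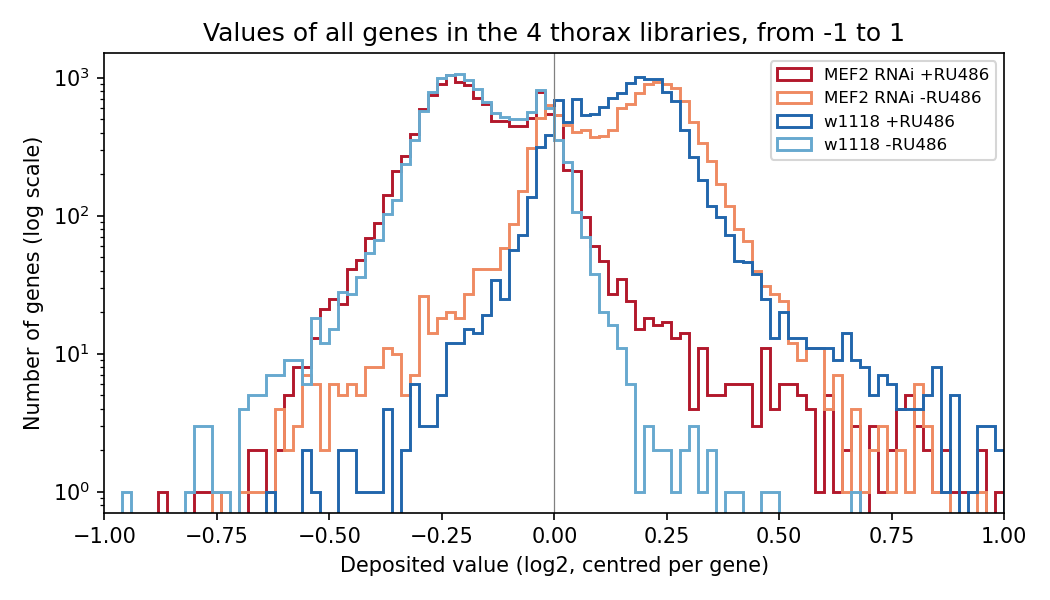
Number of genes (log scale) at each deposited value (log2, centred per gene) in the 4 thorax libraries, for values from -1 to 1. The bulk of the genes lies below 0 in MEF2 RNAi flies with RU486 and w1118 flies without it (medians -0.18 and -0.18), and above 0 in the other two libraries (medians 0.19 and 0.17).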

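No Gene Ontology annotation was used here. In its place, gene lists written before the data were examined were compared between the libraries. Of the nuclear genes for subunits of the oxidative phosphorylation complexes, 68 were in the table, and all 68 had lower values with RU486 than without it in MEF2 RNAi flies. Their median log2 fold change was -0.64 (interquartile range -0.73 to -0.49), lower than that of every one of 10000 random lists of the same size, whose lowest median was -0.49. Expression levels are missing from the table, so random lists could not be matched on them. None of 10000 lists matched on the control fold change had a median as low. The lists for muscle structure and mitochondrial ribosomal proteins also lay below all their random lists. Only 1 of 10000 random lists was as low as the cytosolic ribosomal protein genes. A low rank among random lists therefore does not single out oxidative phosphorylation. In control flies the median log2 fold change of the 68 genes was 0.31. Setting the libraries to a common reference moved the result most. Relative to the median of all genes, the list changed by -0.27 in MEF2 RNAi flies and by -0.044 in controls. Relative to ribosomal protein genes, it changed by -0.17 and by -0.18, so that the distance between the genotypes depends on the reference.

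**Figure D2:**
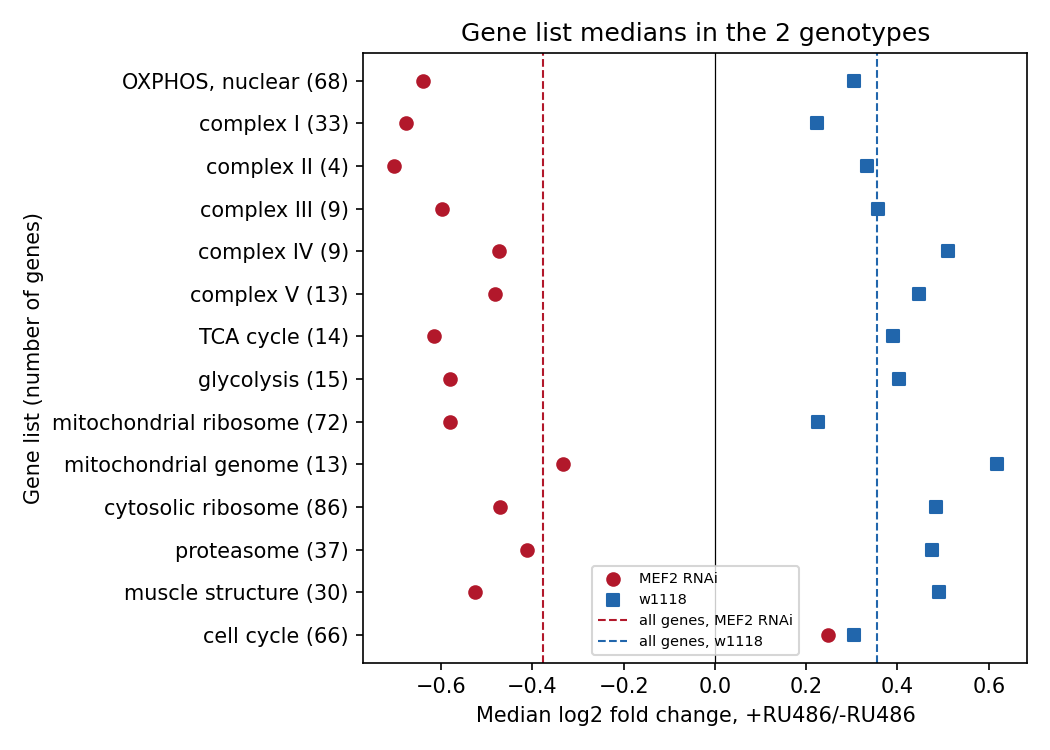
Median log2 fold change (+RU486/-RU486) of gene lists in MEF2 RNAi flies (circles) and w1118 flies (squares), with the median of all genes in each genotype (dashed lines, -0.38 and 0.36). The oxidative phosphorylation list (68 genes) lies at -0.64 in MEF2 RNAi flies and 0.31 in controls, and the cell cycle list (66 genes) lies above 0 in both genotypes.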

Gene Ontology (GO) clustering analysis revealed that almost all significantly over‐represented GO terms associated with down‐regulated genes in response to MEF2 attenuation were related to oxidative phosphorylation (and thus mitochondrial) regulation of energy homeostasis (Figure 4a and Figure S4a). 

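ND-51 (chromosome 2L, 6060842 to 6062757 in BDGP6) and ND-24 (chromosome X, 17632089 to 17633509) encode NADH dehydrogenase subunits. With RU486, their fold changes were 0.574 and 0.557 in MEF2 RNAi flies, against 1.19 and 1.17 in controls. SdhA (chromosome 2R, 19391863 to 19395971), a succinate dehydrogenase subunit, had a fold change of 0.573 in MEF2 RNAi flies and 1.13 in controls. Pink1 (chromosome X, 6683798 to 6687302) had 0.581 and 1.22. ND-51, SdhA and Pink1 each overlap 1 other annotated gene, and how reads on overlapping genes were counted is not stated. Among the muscle structure genes, the fold change in MEF2 RNAi flies was 0.942 for Act88F, 0.768 for Act42A, 0.653 for Mhc and 0.597 for Act57B. In controls the same genes had fold changes of 1.44, 1.42, 1.48 and 1.06.

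Relative to the median of all genes, the log2 fold change in MEF2 RNAi flies was -0.44 for ND-51, -0.48 for ND-24, -0.44 for SdhA and -0.42 for Pink1. In controls it was -0.10, -0.13, -0.17 and -0.062. Relative to ribosomal protein genes, these genes had -0.33, -0.38, -0.33 and -0.32 in MEF2 RNAi flies. In controls they had -0.24, -0.26, -0.31 and -0.20. On the all-gene scale, MEF2 RNAi flies had 0.28 for Act88F, -0.015 for Act42A, -0.25 for Mhc and -0.38 for Act57B. Controls had 0.17, 0.16, 0.22 and -0.27. In MEF2 RNAi flies, Act88F thus changed direction with the scaling.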

While protein‐coding genes involved in mitochondrial oxidative phosphorylation (OXPHOS) of energy substrates (such as ND‐51 and 24 [NADH dehydrogenase] and SdhA [succinate dehydrogenase, A]) and mitochondrial function (such as Pink1[PTEN‐induced putative kinase 1]) are down‐regulated, muscle structure genes are minimally changed (comparing fold change in Log_2_ transformed values between Act88FGS>UAS‐MEF2^RNAi^ [+/−RU486] and Act88FGS>*w^1118^* [+/−RU486], Figure 4b). This is consistent with previous reports describing that MEF2 transcriptional activation function is dispensable for maintenance of structural genes in the adult IFM (Bryantsev et al., 2012), highlighting additional functions for MEF2 postmyogenesis. These MEF2‐dependent changes in gene expression are supported by muscle ultrastructure, as intermyofibrillar mitochondria are less in number and smaller in size (Figure 4c and Figure 1f,g). 

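A list of 30 muscle structure genes, fixed before the data were examined, had a median log2 fold change of -0.53 in MEF2 RNAi flies, and 29 of the 30 genes had lower values with RU486. The median was below that of all 10000 random lists of 30 genes. In controls the list rose by 0.49, above the control median of every random list. After the libraries were set to the median of all genes, the list had a median log2 fold change of -0.16 in MEF2 RNAi flies and 0.14 in controls. With ribosomal protein genes as the reference, the values were -0.058 and 0.0037.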

Contrastingly, there is little evidence of myopathy in Act88FGS>UAS‐MEF2^RNAi^ (+RU486) flies, apart from protein accumulation in the H‐zone, as sarcomere length, sarcomere width, and Z‐line architecture all appear normal (Figure 4c and Figure 1f,g).

**FIGURE 4:**
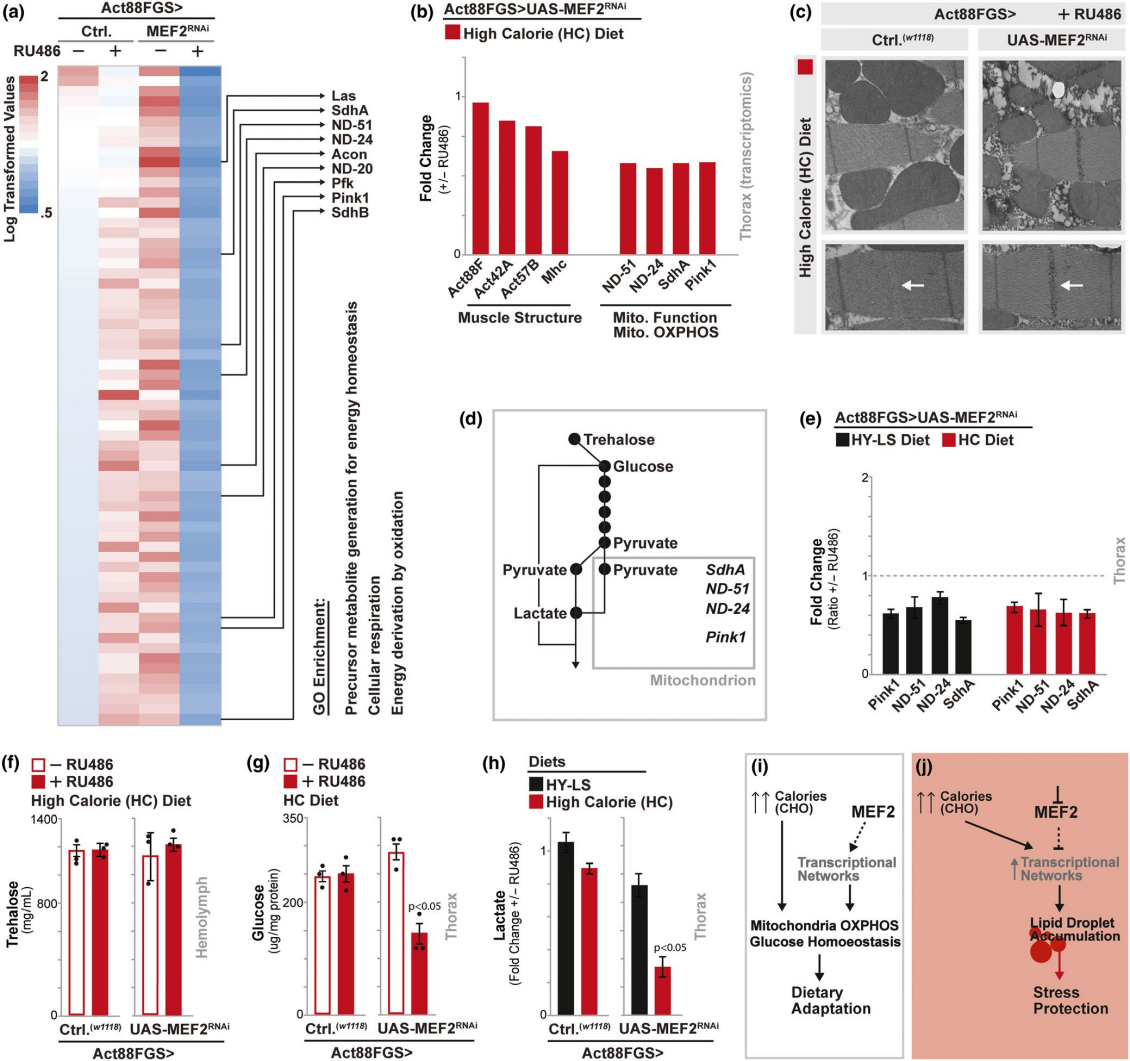
MEF2 function in muscle governs gene expression networks required to maintain glucose homeostasis in response to dietary adaptation (a) Heat map of gene expression levels (Log_2_ transformed values) from RNA‐seq. transcriptomics analysis (dissected thoraces/muscle) from *w^1118^;* Act88FGS/+ (Act88FGS>*w^1118^*) and *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies (+/−RU486, high calorie diet); some example genes provided. Map highlights genes down‐regulated in MEF2 RNAi flies (fold change <=0.65 MEF2 RNAi +RU486/‐RU486 without down‐regulation in controls). Down‐regulated genes were analyzed for Gene Ontology (GO) terms (FlyMine, enrichment *p* value <.001). (b) Fold change (Log_2_ transformed transcriptomic values, +RU486/‐RU486) of select genes involved in muscle structure or mitochondria function/oxidative phosphorylation (genotypes and diets described above). (c) Thoracic muscle ultrastructure visualized by electron microscopy; from *w^1118^;* Act88FGS/+ (Act88FGS>*w^1118^*) and *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi); all flies fed RU486. Focusing on: (I) mitochondria (top panels), and (II) sarcomeres (bottom panels). White arrow designates ultrastructural changes to H‐zone (MEF2 RNAi). (d) Schematic depicting the breakdown of trehalose to glucose, pyruvate, and lactate in the control of energy homeostasis (including the requirements of mitochondria and nuclear‐encoded mitochondrial genes SdhA, ND‐51, ND‐24, and Pink1). (e) *Drosophila* *pink1*, *ND‐51*, *ND‐24*, and *sdhA* transcription (measured by qRT‐PCR from dissected thoraces/muscle, plotted as fold change [ratio +RU486/‐RU486]). Genotype *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi); from indicated diets. *n* = 4 samples, all changes are statistically significant. (f) Trehalose levels from isolated hemolymph. *w^1118^;* Act88FGS/+ (Act88FGS>*w^1118^*) and *w^1118^;* Act88FGS/+; UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies, +/−RU486 (high calorie diet). *n* = 3 samples. (g) Glucose levels from dissected thoraces/muscle. Genotypes described above, *n* = 3 samples. (h) Lactate levels from dissected thoraces/muscle. Genotypes described above, from indicated diets. Plotted as fold change (ratio +RU486/‐RU486). *n* = 3–4 samples. (i) Model depicting MEF2 (muscle) transcriptional activation function control of mitochondria function and glucose homeostasis in response to dietary CHO (carbohydrates). (j) Model depicting putative MEF2‐(muscle) dependent regulation of lipid droplet diversification. Bars represent mean ± *SE*. All flies were females

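With these thresholds applied to the deposited values, 905 of the 13012 genes (6.96%) were lower in MEF2 RNAi flies with RU486 and not in controls. Their median fold change was 0.614 in MEF2 RNAi flies and 1.17 in controls, and 802 of them had a fold change of at least 1 in controls. Exchanging the genotypes, which asks for genes lower in control flies only, gave 0 genes. Because most genes rose with RU486 in controls, this 0 does not measure how many genes pass without a knockdown. It became 7 and 46 after rescaling to all genes and to ribosomal protein genes, against 39 and 12 lower in MEF2 RNAi flies. The genes of Fig. 4a named beside the heat map (Las, SdhA, ND-51, ND-24, Acon, ND-20, Pfk, Pink1 and SdhB) all met the criterion, with fold changes from 0.505 for Las to 0.608 for Acon. Mef2 and Act57B met it as well. Of the oxidative phosphorylation list, 37 of 68 genes were among the 905, compared with 9 of 30 muscle structure genes and 1 of 86 ribosomal protein genes. After rescaling to all genes or to ribosomal protein genes, none of the genes in these lists met the criterion. The number of genes moved by more than 1.5 times under several alternatives. Dividing by the mean of the other 3 libraries in place of the -RU486 library gave 98 genes, and requiring the ratio of the 2 genotypes' fold changes to be at most 0.65 gave 8269 genes. After each library was set to the median of all genes, 39 genes met the criterion, all of them among the 905. None of the 9 named genes did, with fold changes from 0.6503 for Las, just above the limit of 0.65, to 0.782 for Acon.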

The dense intermyofibrillar mitochondria networks also support efficient carbohydrate usage to generate energy for insect flight and motility. Briefly, the circulating disaccharide trehalose is converted to glucose in muscle cells. Through glycolysis, glucose is further converted to pyruvate for use in the citric acid cycle, supporting cellular respiration and energy production via oxidation (Figure 4d) and (Matsuda, Yamada, Yoshida, & Nishimura, 2014; Mattila & Hietakangas, 2017; Yoshida, Matsuda, Kubo, & Nishimura, 2016). Dysfunctional mitochondria or insufficient oxygen levels can drive mitochondria‐independent generation of energy (inefficiently) through the reduction of pyruvate to lactate (Figure 4d). We found that MEF2 is required to maintain mitochondrial OXPHOS genes in response to both high calorie (carbohydrate sufficient) and low calorie (carbohydrate deficient) diets (measured by qRT‐PCR, Figure 4e), without influencing systemic physiology or feeding behavior (Figure S5a‐f). However, these changes in mitochondria function correlate with a disruption of autonomous glucose homeostasis only in response to high calorie diets. Despite normal circulating trehalose levels (hemolymph, Figure 4f), muscle‐specific MEF2 attenuation during high calorie diet feeding leads to significant decreases in thoracic muscle glucose and lactate levels (from dissected thoraces, Figure 4g,h). Lactate, in particular, is normally maintained in muscle, and robust decreases imply a disruption in glucose/energy homeostasis brought about by mitochondrial dysfunction (Smith et al., 2018). Lactate levels are not changed in Act88FGS>UAS‐MEF2^RNAi^ (+RU486) flies in response to a HY‐LS diet (Figure 4h), suggesting that MEF2‐dependent control of mitochondrial function is required to promote energy homeostasis (production) when carbohydrates are readily available in the diet (Barry & Thummel, 2016; Yoon, Hwang, Lee, & Chung, 2019). To this end, MEF2 attenuation impacts fly motility only in response to high calorie or HS‐LY diets (Figure S5g‐i), highlighting a trade‐off between carbohydrate‐driven muscle function/energy metabolism and lipid droplet diversification, both modulated by MEF2 activity (Figure S5j).

In summary, MEF2 transcriptional activation function is required to maintain mitochondrial OXPHOS gene expression networks, and promote glucose homeostasis and muscle function, in response to carbohydrate availability (Figure 4i, supported by previous work (Czubryt et al., 2003; Michael et al., 2001)). However, directly inhibiting mitochondrial OXPHOS (ND‐24, UAS‐ND‐24^RNAi^; (Garcia, Khajeh, Coulanges, Chen, & Owusu‐Ansah, 2017)) or maintenance (Pink1, UAS‐Pink1^RNAi^; (Koehler, Perkins, Ellisman, & Jones, 2017)) genes in muscle (Act88FGS) does not significantly change intramuscular lipid droplet size or number (Figure S5k). Thus, we next wanted to determine if other MEF2‐dependent changes in gene expression were driving intramuscular lipid droplet diversification (Figure 4j). 

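The lists of genes for energy metabolism moved to different extents in these libraries, all from flies on the high calorie diet. Nuclear genes for complex I (33 genes) had a median log2 fold change of -0.68 in MEF2 RNAi flies, those for complex II (4 genes) -0.70 and those for complex III (9 genes) -0.60. Genes for complex IV (9 genes) and complex V (13 genes) had medians of -0.47 and -0.48. With ribosomal protein genes as the reference, complex I had a median of -0.21 in MEF2 RNAi flies and -0.26 in controls. Complex II had -0.23 and -0.15, complex III -0.13 and -0.13, complex IV -0.0035 and 0.024, and complex V -0.012 and -0.039. Tricarboxylic acid cycle genes (14 genes) had a median of -0.62, glycolysis genes (15 genes) -0.58 and mitochondrial ribosomal protein genes (72 genes) -0.58. With the ribosomal reference, these lists had medians of -0.15, -0.11 and -0.11 in MEF2 RNAi flies. In controls they had -0.098, -0.085 and -0.26, so the mitochondrial ribosomal protein genes fell further there. The 13 protein-coding genes of the mitochondrial genome had a median of -0.33, which became 0.031 relative to all genes and 0.14 relative to ribosomal protein genes. From the RNA-seq data together with its qRT-PCR of oxidative phosphorylation genes (Fig. 4e) and its measurements of glucose, lactate and motility, the paper concludes that MEF2 maintains oxidative phosphorylation gene networks and glucose homeostasis.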

Since muscle mitochondrial dysfunction in *Drosophila* is often linked to decreased lifespan (Aparicio, Rana, & Walker, 2019; Rana et al., 2017; Walker & Benzer, 2004), we hypothesized that other MEF2‐dependent transcriptional networks, within adult striated muscle, were promoting LD accumulation that correlates with enhanced lifespan (Figure 4j).

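Among the 66 genes of a cell cycle list written before the data were examined, 38 had higher values with RU486 in MEF2 RNAi flies, and 62 did in controls. The median log2 fold change was 0.25 in MEF2 RNAi flies, above that of all 10000 random lists of the same size, and 0.30 in controls, at percentile 6.71 of the random lists. Relative to the median of all genes, the list rose by 0.61 in MEF2 RNAi flies and changed by -0.045 in controls. Without the genes named in Fig. 5a, the median in MEF2 RNAi flies was 0.084 on the deposited scale. CycA (chromosome 3L, 11826719 to 11833578 in BDGP6) had the largest change of the named genes, with a fold change of 3.41 in MEF2 RNAi flies and 1.34 in controls. CycB had fold changes of 1.64 and 0.997, CycB3 of 2.08 and 1.13, and Cdk1 of 2.12 and 1.20. CycE (chromosome 2L, 15727581 to 15748150) had a fold change of 1.99 in MEF2 RNAi flies and 1.12 in controls. CycA overlaps 1 other annotated gene and CycE overlaps 2. Each of these 5 genes was highest in MEF2 RNAi flies with RU486 among the 4 libraries. In that library, 27 of 30 genes of a germline list were also at their highest, 3.97% of all genes being so.

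**Figure D3:**
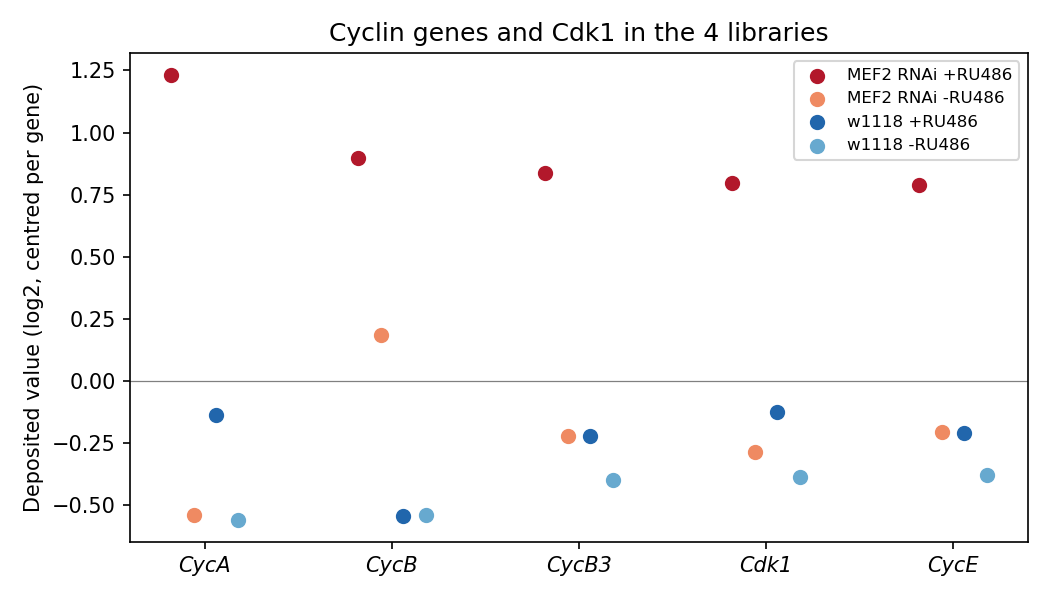
Deposited values (log2, centred per gene) of CycA, CycB, CycB3, Cdk1 and CycE in the 4 libraries, 1 point per library. The library from MEF2 RNAi flies with RU486 is the highest for all 5 genes, from 0.79 for CycE to 1.23 for CycA.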

Again, using thoracic muscle transcriptomics, GO clustering analysis revealed that almost all significantly over‐represented GO terms associated with up‐regulated genes in response to MEF2 attenuation were related to the cell cycle process, including cyclins and cyclin‐dependent kinases (Figure 5a and Figure S4b). Cyclins have been shown to control the balance of cellular proliferation and differentiation during muscle regeneration or myogenesis (Giannattasio et al., 2018), and MEF2 isoforms have also been found to antagonize cell cycle gene expression profiles (Desjardins & Naya, 2017). Furthermore, cell cycle genes, dependent and independent of cell division, have emerged as critical regulators of cellular metabolism, including lipid droplet formation (Fajas, 2013). Thus, we tested whether over‐expression of two cyclin genes (Cyclin A [CycA] or E [CycE], previously shown to impact lipid droplet formation in *Drosophila* cell culture through unknown mechanisms (Guo et al., 2008)), could promote intramuscular LD accumulation. Over‐expressing CycA specifically in adult thoracic muscle (Act88FGS, UAS‐LD‐GFP>UAS‐CycA +RU486) had only minimal effect, while over‐expressing CycE (using two independent transgenic lines; UAS‐CycE^L^ and UAS‐CycE^R^, (Richardson, O'Keefe, Marty, & Saint, 1995)) promotes the accumulation of large intramuscular lipid droplets in response to high calorie diets (Figure 5b), similar to muscle‐specific MEF2 attenuation (Figure 1). CycE over‐expression enhanced lipid droplet diversification (size and composition [cholesterol ester]) in longitudinal IFM only during HS‐LY or high calorie diet feeding (Figure 5c,d) without impacting muscle structure/organization, glucose/lactate homeostasis, or motility (Figure S6a,b).

**FIGURE 5:**
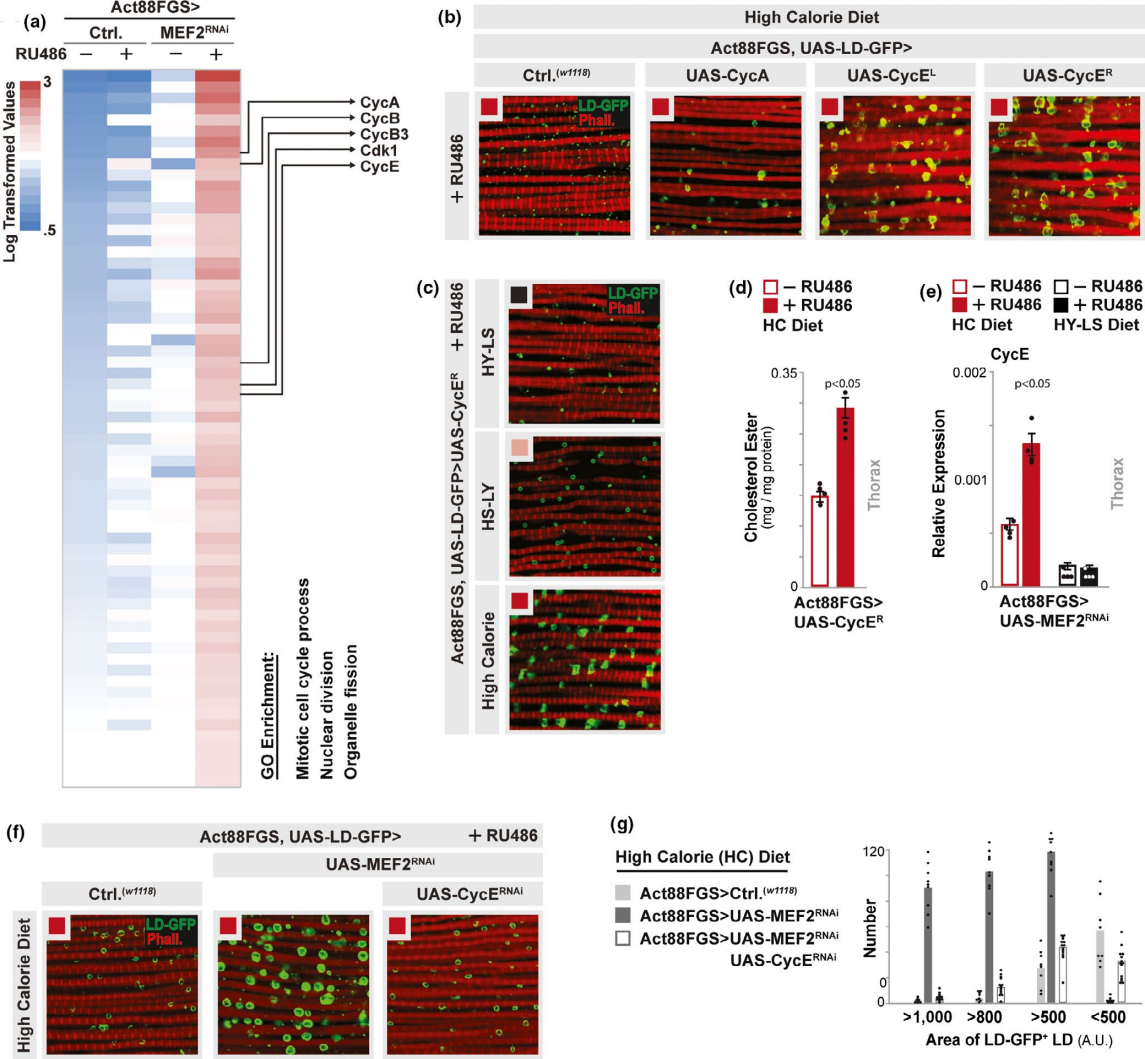
Diet‐ and MEF2‐dependent regulation of Cyclin E shapes intramuscular lipid droplet diversification. (a) Heat map of gene expression levels (Log_2_ transformed values) from RNA‐seq. transcriptomics analysis (dissected thoraces/muscle) from *w^1118^;*Act88FGS/+ (Act88FGS>*w^1118^*) and *w^1118^;*Act88FGS/+;UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) flies (+/−RU486, high calorie diet); some example genes provided. Map highlights genes up‐regulated in MEF2 RNAi flies (fold change >=1.5 MEF2 RNAi +RU486/‐RU486 without up‐regulation in controls). Up‐regulated genes were analyzed for Gene Ontology (GO) terms (FlyMine, enrichment *p* value <.001). (b,c) Immunostaining to detect lipid droplets (LD) in dissected dorsal longitudinal thoracic (IFM) muscle; LD (LD‐GFP, green) and F‐actin filaments (Phalloidin, Red). Genotypes *w^1118^;* UAS‐LD‐GFP, Act88FGS/+ (Act88FGS, UAS‐LD‐GFP>*w^1118^*), or UAS‐CycA (*w^1118^;* Act88FGS, UAS‐LD‐GFP/UAS‐CycA), UAS‐CycE L (*w^1118^;* Act88FGS, UAS‐LD‐GFP/+; UAS‐CycE‐L/+), and UAS‐CycE R (*w^1118^;* Act88FGS, UAS‐LD‐GFP/UAS‐CycE R); all flies fed RU486 and (b) a high calorie diet or (c) a HY‐LS, HS‐LY, or high calorie diet. Black squares; HY‐LS diet. Pink squares; HS‐LY diet. Red squares; HC diet. (d) Cholesterol ester content from dissected thoraces/muscle (high calorie diet). *w^1118^;* Act88FGS, UAS‐CycE R/+ (Act88FGS>CycE R RNAi) flies, +/−RU486. *n* = 4 samples. (e) *Drosophila* *cycE* transcription (measured by qRT‐PCR from dissected thoraces/muscle, plotted as relative expression). Genotype *w^1118^;*Act88FGS/+;UAS‐MEF2 RNAi/+ (Act88FGS>UAS‐MEF2 RNAi) +/−RU486; from indicated diets. *n* = 4 samples. (f) Immunostaining to detect LDs in dissected dorsal longitudinal thoracic (IFM) muscle; LD (LD‐GFP, green) and F‐actin filaments (Phalloidin, Red). Genotypes described above, except for *w^1118^;* Act88FGS, UAS‐LD‐GFP/UAS‐CycE RNAi; UAS‐MEF2 RNAi/+ (Act88FGS, UAS‐LD‐GFP>UAS‐MEF2 RNAi, UAS‐CycE RNAi) all flies fed RU486. Red squares; HC diet. (g) Quantification of LD size/area (LD‐GFP‐positive lipid droplets) from genotypes (high calorie diet) described above (plotted as number of individual droplets of various sizes [A.U., arbitrary units >1,000, >800, >500, or <500]). *n* = 450–650 LDs from 6 independent dissected muscle segments. Bars represent mean ± *SE*. All flies were females

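By this criterion 75 genes (0.576%) were higher in MEF2 RNAi flies with RU486, with a median fold change of 1.99 in that genotype and 1.13 in controls. Exchanging the genotypes gave 821 genes higher in control flies only, since most genes rose with RU486 in controls. Of the 75 genes, 19 belong to the cell cycle list and 14 to the germline list. These lists were written without a gene in common, so the lack of overlap does not show that the rises are separate. The largest differences between the genotypes' log2 fold changes, among genes whose value in MEF2 RNAi flies with RU486 was above the other 3 libraries, were those of dhd (2.09), CG17018 (1.79), Pxt (1.69), mtrm (1.54) and osk (1.49). The fold change of dhd in MEF2 RNAi flies was 5.19, the highest of the 75 genes. In the other direction, CG14292 (-2.02), Jon99Fii (-1.94), CG9509 (-1.93), Alp2 (-1.90) and Jon99Fi (-1.84) differed most, and each of these was high only in control flies with RU486. With each library set to the median of all genes, 213 genes met the criterion, and the 75 genes were all among them. On the deposited scale, where most genes rose with RU486 in controls, requiring a control fold change of at most 1 left 5 of the 75 genes.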

We next confirmed that MEF2 attenuation leads to up‐regulation of muscle CycE transcription in response to a high calorie diet (Figure 5e). However, thoracic muscle CycE expression levels are low in response to HY‐LS diets, and not controlled by MEF2 function (Figure 5e). Furthermore, genetically attenuating CycE in thoracic muscle (UAS‐CycE^RNAi^) could completely rescue intramuscular lipid droplet accumulation induced by MEF2 inhibition (Act88FGS>UAS‐MEF2^RNAi^ [+RU486]) in response to high calorie, carbohydrate‐sufficient diets (Figure 5f,g and Figure S6c,d). Thus, carbohydrate availability may modulate Cyclin E transcription, and diet‐MEF2 interactions that regulate gene expression networks are critical for shaping LD diversification in muscle that correlates with enhanced stress protection and organismal lifespan. To this end, CycE is required for high calorie‐ and MEF2‐dependent increases in lifespan (Figure 6a, Act88FGS>UAS‐MEF2^RNAi^, UAS‐CycE^RNAi^ +/−RU486), and CycE over‐expression alone enhances mean lifespan and decreases age‐specific mortality (Figure 6b,c, Act88FGS>UAS‐CycE^R^ +/−RU486). Furthermore, Cyclin E is both necessary (in the context of diet‐MEF2 interactions) and sufficient to modulate diet‐dependent changes in intramuscular protein aggregation (Figure 6d,e).

**FIGURE 6:**
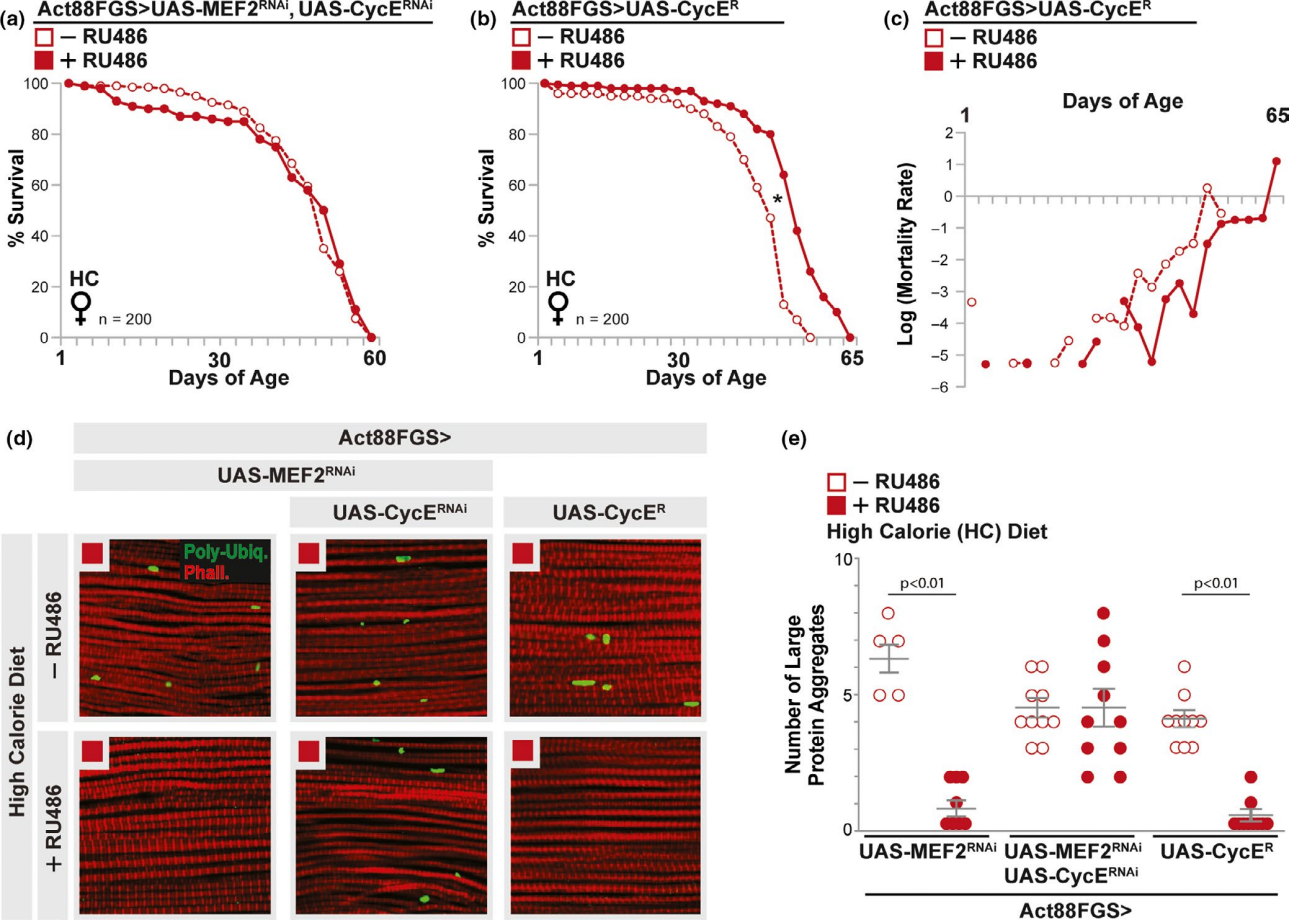
Diet‐ and MEF2‐dependent regulation of Cyclin E in muscle enhances stress protection and lifespan (a) Lifespan curve; *w^1118^;* Act88FGS, UAS‐LD‐GFP/UAS‐CycE RNAi; UAS‐MEF2 RNAi/+ (Act88FGS, UAS‐LD‐GFP>UAS‐MEF2 RNAi, UAS‐CycE RNAi) female flies (+/−RU486) fed a high calorie (HC) diet. *n* = 200 flies. (b) Lifespan curve; *w^1118^;* Act88FGS, UAS‐CycE R/+ (Act88FGS>CycE R RNAi) female flies (+/−RU486) fed a high calorie (HC) diet. *n* = 200 flies; *p value <.01 (mean lifespan). (c) Mortality plot; genotype described above (+/−RU486). (d) Immunostaining to detect poly‐ubiquitin protein (aggregates, Poly‐Ubiq.) in dissected dorsal longitudinal thoracic muscle from indicated diet; anti–poly‐ubiquitin (green), F‐actin filaments (Phalloidin, Red), and nuclei (DAPI, blue). Genotypes described above, female flies. Red squares ;HC diet. (e) Quantification of large protein aggregates (Poly‐Ubiq.‐positive) from indicated diet and genotypes. Circles represent independent (*n* = 5–10) dissected dorsal longitudinal thoracic (IFM) muscle segments

## 3 DISCUSSION

Taken together, these data highlight that diet‐MEF2 interactions in *Drosophila* can shape muscle form and function in response to the availability of dietary macronutrients. MEF2 function is required to promote mitochondria function, and thus maintain glucose/energy homeostasis when flies are fed high calorie (and carbohydrate sufficient) diets. Contrastingly, MEF2 function also restrains intramuscular lipid droplet accumulation in response to these same diets, and LD diversification positively correlates with enhanced organismal lifespan. This MEF2‐dependent trade‐off between maintenance of energy homeostasis and lipid droplet accumulation in insects might also inform on the complex relationship between lipid droplets and skeletal muscle in mammals. Obesogenic diets promote intramuscular lipid droplet accumulation, and the extent of changes in LD size and number often correlates with metabolic disease progression (Amati et al., 2011; Covington et al., 2017; Daemen et al., 2018). However, trained athletes also accumulate lipid droplets in skeletal muscle, suggested to promote metabolic flexibility during exercise (Amati et al., 2011; Li et al., 2019; Muoio, 2012). This paradox highlights the complexity of LD dynamics within muscle. The utilization of tissue‐specific insect genetic models to modulate muscle lipid droplet size and composition enables more direct correlations between lipid droplet diversification and organismal health. While not completely causal, our data suggest that diet‐dependent intramuscular LD accumulation may in fact be protective, promoting autonomous stress protection that can influence organismal lifespan.

Lipid droplets have functions beyond energy storage, and LDs (especially assembly of LDs) play a role in cellular stress responses (Henne et al., 2018; Welte, 2015). As lipid droplets bud from the endoplasmic reticulum (ER), major ER‐dependent stress response pathways (such as the unfolded protein response [UPR]) have been connected with LD production (Chen et al., 2017). Furthermore, lipid droplets function in protein quality control by influencing autophagosome production and acting as cytoplasmic chaperones (accumulating mis‐folded proteins) to prevent protein toxicity (Moldavski et al., 2015; Shpilka et al., 2015; Velázquez & Graef, 2016; Velázquez, Tatsuta, Ghillebert, Drescher, & Graef, 2016). Enhanced UPR stress responses and proteostasis in insect flight muscle are positively associated with lifespan (Owusu‐Ansah, Song, & Perrimon, 2013). The ability of these organelles to promote stress responses is likely aided by a diverse array of lipid‐droplet binding proteins that decorate LD surfaces (Anand et al., 2012; Welte, 2015). Thus, diet‐ and MEF2‐dependent accumulation of intramuscular LDs may impact tissue homeostasis and lifespan through promoting beneficial cellular stress responses to improve protein quality control. Furthermore, our data highlight that LD composition (i.e., cholesterol ester content) may also be an important determinant for LD‐specific roles in stress protection within striated muscle.

While lipid droplets are found in most cells, the biogenesis and/or growth of these organelles (potentially through unique mechanisms in unique tissues) is complex (reviewed in Walther et al., 2016; Wilfling, Haas, Walther, & Farese, 2014)). Our findings show that muscle‐specific, MEF2‐repressed transcriptional networks, in coordination with sufficient levels of dietary carbohydrates, can shift LD size and composition. MEF2 attenuation releases an antagonistic regulation of cell cycle gene expression programs, and up‐regulation of Cyclin E is required for diet‐ and MEF2‐dependent diversification of intramuscular lipid droplets. The adult *Drosophila* IFM is relatively postmitotic (Boukhatmi & Bray, 2018; Chaturvedi, Reichert, Gunage, & VijayRaghavan, 2017), suggesting that CycE governs LD diversification independent of cell cycle initiation. This regulation of LDs could be through re‐purposing cell cycle metabolic control mechanisms in postmitotic and metabolic cells, or through unique mechanisms divergent from cell division. It is also possible that CycE influences cholesterol homeostasis, within muscle, to impact lipid droplet formation and/or growth. While it remains unclear how Cyclin E dictates lipid droplet biology, numerous and varied experimental models support these findings, highlighting that cell cycle regulators (in proliferating and nonproliferating cells): (I) modulate autonomous and systemic metabolic processes, (II) are activated/regulated by carbohydrates such as glucose, and (III) trigger adaptive metabolic switches (Aguilar & Fajas, 2010; An et al., 2015; Fajas, 2013; Hanse et al., 2012; Heckmann, Zhang, Xie, & Liu, 2013; Long et al., 2012; Lopez‐Mejia, Castillo‐Armengol, Lagarrigue, & Fajas, 2018; Lucenay et al., 2016; Wu et al., 2019). This includes a potential role in lipid droplet diversification across taxa (Guo et al., 2008).

## 4 MATERIALS AND METHODS

### 4.1 *Drosophila* stocks and culture

The following strains were obtained from Bloomington Drosophila Stock Center: *w^1118^*; UAS‐MEF2^RNAi TRiP^ (TRiP; Bloomington 38247); UAS‐CycE.R (Bloomington 30725); UAS‐CycE.L (Bloomington 4781); UAS‐CycA (Bloomington 6633); UAS‐Luciferase^RNAi^ (Bloomington 31603); Act88FGal4 (Bloomington 38461); UAS‐Pink1^RNAi TRiP^ (Bloomington 31262), and UAS‐ND‐24^RNAi TRiP^ (Bloomington 51855). The following strains were obtained from Vienna Drosophila RNAi Center: UAS‐CycE^RNAi^ (GD47941) and UAS‐MEF2^RNAi^ (GD15549). The UAS‐LD‐GFP strain was kindly provided by M. Welte. Act88FGeneSwitch transgenic flies were generated and characterized in our lab (Thiam & Beller, 2017).

The high calorie (HC) diet (cornmeal‐based) was made with the following protocol: 10 g Agar/110 g Malt Extract/27.5 g Dry yeast/52 g Cornmeal/3.125 ml propionic acid/2 g Methyl 4‐Hydroxybenzoate/1.0 L water. The standard SY diet was made with the following protocol (as previously described in (Skorupa et al., 2008)): 10 g agar/100 g sucrose/100 g yeast/3.125 ml propionic acid/2 g Methyl 4‐Hydroxybenzoate/1.0 L water. The high sugar/low yeast diet was made with the following protocol: 10 g agar/400 g sucrose/25 g yeast/3.125 ml propionic acid/2 g Methyl 4‐Hydroxybenzoate/1.0 L water. The high yeast/low sugar diet was made with the following protocol: 10 g agar/25 g sucrose/400 g yeast/3.125 ml propionic acid/2 g Methyl 4‐Hydroxybenzoate/1.0 L water. Ingredients were combined, heated to 102°C for 1 hr, and cooled to 70°C before pouring. For RU486 food, RU486 (Sigma, M8046; dissolved in ethanol) or ethanol (‐RU486 control) was mixed with food, resulting in a 100 µM concentration of RU486 in the food, unless otherwise indicated.

A more detailed description of all materials and methods is provided in Supplemental Information.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## AUTHOR CONTRIBUTIONS

X.Z. and X.L. designed and performed experiments, as well as wrote the manuscript. J.K. designed experiments and wrote the manuscript. X.S. performed lifespan experiments.

## Supporting information

Table S3 Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

The raw data that supports the lifespan and mortality findings of this study, as well as statistical analyses, are available in the supplementary information of this article. FASTQ data files representing unique RNA sequencing libraries were deposited in the NCBI Gene Expression Ominbus database (GSE147676). All other data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

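RNA-seq was made from dissected thoraces of female flies on the high calorie diet, with 1 library for each of the 4 combinations of genotype (Act88FGS>UAS-MEF2 RNAi or Act88FGS>w1118) and treatment (with or without RU486, 100 µM in the paper's methods unless otherwise indicated there). Each library came from 8 thoraces. The labels give a TruSeq stranded total RNA kit. The authors deposited log2 values for 13012 genes in 4 columns, each named by the title of its sample. The 4 values of a gene sum to 0 to within 7.0e-15, so the authors' values were centred per gene before they were deposited. The aligner, counter, genome build and normalization are not named in the paper's text or the labels. The paper refers to its Supplemental Information for detailed methods, of which only Table S3 was used here. The legends of Fig. 4 and 5 call the values Log2 transformed. Depth per library and expression level cannot be read from these values, so no interval or floor is given. In 16.1% of the genes, no value was farther than 0.1 from 0 in any library, and 1963 genes shared all 4 values with at least 1 other gene.

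Fold changes were computed as 2 to the power of differences between the log2 values. The thresholds are those of the legends, a fold change at or below 0.65 or at or above 1.5 in MEF2 RNAi flies that controls do not pass. The planned design assumed values on a linear scale. Steps that need such values, or a level per gene, were not run: values added before the ratio, a minimum mean value, the ratio of log2 values, random lists matched on mean expression, and the minimum mean in the rule for named genes. The genes named are Mef2, those the paper names from these libraries, members of the gene lists, and the 5 largest rises and 5 largest falls in the difference between the genotypes among genes whose value in MEF2 RNAi flies with RU486 lay outside the range of the other 3 libraries. Genes named outside this rule were chosen after their values were seen, which is said where they appear.

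The gene lists were written before the data were examined, and they cover the 5 complexes of oxidative phosphorylation, energy metabolism, ribosomes, proteasome, muscle structure, cell cycle, lipid droplets and sterols, heat shock, antimicrobial peptides, and markers of germline, eggshell, fat body, gut, neurons and hemocytes. Names that differ from those in the table were matched by synonym or letter case. A list's median is described by its percentile among 10000 random lists of the same size, drawn from all genes or from 20 bins of the control fold change. These percentiles describe the 4 libraries and are not tests between conditions. Alternatives set before the data were examined were a rescaling of each library to the median of all genes, fold changes over the mean of the other 3 libraries or over the other genotype's +RU486 library, 3 other criteria for the control genotype, and lists without the genes the paper names. A rescaling to ribosomal protein genes was added after the data were seen. Coordinates and overlaps are from the Ensembl release 115 annotation of BDGP6, in which 10792 gene names of the table match a current symbol. Whether the authors used this build is not known.

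The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. They were tested on simulated centred log2 values for 13012 genes with the library shifts of the real table. Of 100 raised and 100 lowered genes, 100% were called in each direction after rescaling, and of the 12812 unchanged genes 0% were called. Every simulated change was larger than the thresholds and the noise was small beside it, so these rates followed from the settings. They check the code, not how well changes near the thresholds are found. Calls without rescaling were not simulated. Lists without an effect had a median percentile of 50.7 over 40 lists. The ages at death in Table S3 of the paper were summarised per population. Deaths listed without a day were left out.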

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

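All tests in this part were chosen after the values had been seen, and none of the differences between genotypes was tested, since each condition has 1 library.

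The median log2 fold change of all genes upon RU486 feeding moved in opposite directions in the 2 genotypes, -0.38 in MEF2 RNAi flies and 0.36 in controls, a difference of -0.73. The libraries pair by level across genotype and treatment, MEF2 RNAi with RU486 beside w1118 without it. Ribosomal protein genes moved nearly as a block, by -0.47 in MEF2 RNAi flies with a scaled median absolute deviation of 0.024, and by 0.49 in controls. After each library was set to the median of all genes, 39 of the 905 lower genes stayed below the threshold. That rescaling presumes that most genes did not change, and since it moves every fold change of a genotype by one amount, the fall in the count does not show why the libraries differ. For the 905 genes as a set, a difference in scale between the libraries cannot be told apart from a fall of most transcripts in one genotype and a rise in the other, an untested biological explanation, because both would give the same values. An exchange of the RU486 labels within one genotype cannot be told apart from these either. It would give both genotypes a median of the same sign in place of the 0.36 seen in controls, and no value in the table fixes which library received RU486.

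Oxidative phosphorylation genes fell in MEF2 RNAi flies and rose in controls, with a median difference between genotypes of -0.92. A difference in scale alone is argued against by the median of -0.17 in MEF2 RNAi flies relative to ribosomal protein genes, where the medians of random lists of this size had a standard deviation of 0.039. Gene length is argued against as well, since the list lay at percentile 0 of random lists matched on exon length. Whether the fall beyond the common shift belongs to MEF2 RNAi or to RU486 feeding in both genotypes cannot be told apart. Relative to ribosomal protein genes the difference between genotypes was 0.032, and relative to all genes it was -0.21, and without expression levels neither reference is preferred. On the deposited scale, the 0.05-wide bin holding the most genes of the table lay at a difference of -0.925. That is close to the -0.92 of this list and to the -0.96 of ribosomal protein genes.

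Muscle structure genes also moved in opposite directions, with a median difference between genotypes of -0.99, larger than that of the oxidative phosphorylation genes. Relative to all genes this difference was -0.27, and relative to ribosomal protein genes it was -0.031. Mef2 itself differed between genotypes by -0.95. Its log2 fold change relative to all genes in MEF2 RNAi flies was -0.26, and single genes had a standard deviation of 0.28 over the table, so that for Mef2 a difference in scale and a knockdown cannot be told apart from 1 library per condition.

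Germline genes, which the paper does not discuss, rose in MEF2 RNAi flies with RU486, with a median log2 fold change of 0.52 against 0.21 in controls. Relative to all genes the list rose by 0.88, beyond a difference in scale, and it lay at percentile 100 of random lists matched on exon length. Whether late egg chambers with follicle cells that secrete eggshell were part of the sample cannot be told apart. The eggshell list (18 genes) had a median log2 fold change of 0.014 on the deposited scale. Relative to all genes it was 0.38, but that rescaling adds 0.36 to every gene in MEF2 RNAi flies. None of the 18 genes was highest in MEF2 RNAi flies with RU486, and 16 lay within 0.1 of 0 in that library. Values so near 0 cannot decide the question. In the library from MEF2 RNAi flies with RU486, 27 of the 30 germline genes were at their highest, among them dhd, osk, otu, wisp, nos and alphaTub67C. RNA from germ cells or eggs in this library and an induction of these genes in muscle by MEF2 RNAi would both give this count and cannot be told apart. How many of these genes thoracic tissue expresses cannot be read from the table. RpS5b, chosen after its values were seen, had a log2 fold change of 1.35 in MEF2 RNAi flies while its paralog RpS5a had -0.50. The cyclin genes and Cdk1 were highest in the same library, so how much of their rise comes from muscle is open too.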

How the results depend on the processing

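Alternatives that need linear values or a level per gene (values added before the ratio, minimum means and the ratio of log2 values) were not run, because the table holds centred log2 values. The rescaling to ribosomal protein genes was chosen after seeing the data. No paired analysis was possible because each condition has 1 library and the results come from no test. The depth of the libraries is unknown, so how far it limits single genes is unknown.

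The number of genes lower in MEF2 RNAi flies, 905 on the deposited scale, was 39 after rescaling to the median of all genes, 12 after rescaling to ribosomal protein genes, 98 over the mean of the other 3 libraries, 504 over the other genotype's +RU486 library and 8269 with the ratio of the 2 fold changes. It stayed within 1.5 times with a control fold change of 1 as the limit (802) and with no criterion on controls (910). The 39 and the 12 genes were all among the 905, and 64 of the 504 were. The number of higher genes, 75, became 213 and 384 under the 2 rescalings and 5 with a control fold change of 1 as the limit. It ranged from 53 to 105 under the other 4 alternatives. Higher genes made up 7.65% of the genes called on the deposited scale, 84.5% after rescaling to all genes, 97.0% after rescaling to ribosomal protein genes and 45.6% over the mean of the other 3 libraries. Because rescaling moves all fold changes of a genotype by one amount, its effect on these counts follows from its construction. For the other alternatives the cause was not tested.

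With the genotypes exchanged, 0 genes were lower in controls only. The count was 7 and 46 under the rescalings to all genes and to ribosomal protein genes, 2 over the mean of the other 3 libraries, 71 over the other genotype's +RU486 library, 50 with the ratio of fold changes and 5 with no criterion on the other genotype. The 821 genes higher in controls only became 97 and 59 under the 2 rescalings, 261 over the mean of the other 3 libraries and 8532 with the ratio of fold changes.

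The median log2 fold change of the oxidative phosphorylation genes, -0.64, stayed negative under every alternative run, at -0.27 and -0.17 after the 2 rescalings, -0.48 over the mean of the other 3 libraries and -0.56 over the other genotype's +RU486 library. That of the muscle structure genes, -0.53, became -0.16 and -0.058 after the rescalings and -0.40 over the mean of the other 3 libraries. That of the cell cycle genes, 0.25, stayed positive, at 0.61 and 0.72 after the rescalings, 0.29 over the mean of the other 3 libraries, 0.11 over the other genotype's +RU486 library and 0.084 without the genes the paper names.

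Of the 19 genes the paper names, 18 kept their direction after rescaling to all genes and 17 after rescaling to ribosomal protein genes. Act88F rose by 0.28 and 0.38 in place of a fall, and Act42A rose by 0.089 with the second. After either rescaling, the 5 higher genes of Fig. 5a stayed past the threshold and none of the 9 lower genes of Fig. 4a did.

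In the paper's Table S3, the difference in mean age at death between flies with and without RU486 changed sign in 3 comparisons. With deaths after day 10 only it was -1.95 days for the experiment of Fig. 3E and 0.72 days for that of Fig. 6A, and with median ages it was -0.667 days for that of Fig. 3F. The cause was not tested.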

Differences from the paper's values

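Fig. 4b draws fold changes of 8 genes, all in MEF2 RNAi flies, and none differed from the value computed here by more than 1.5 times. It draws no control values. The order of the muscle structure genes did differ. Fig. 4b shows Act57B less reduced than Mhc, at about 0.81 and about 0.65 in Fig. 4b, read by eye, while the deposited values give 0.597 for Act57B and 0.653 for Mhc, and Act57B meets the paper's criterion for lower genes. Of the alternatives set before the data were examined, the fold change of Act57B was 0.769 after rescaling to the median of all genes, 0.727 over the mean of the other 3 libraries and 0.780 over the other genotype's +RU486 library. After rescaling to ribosomal protein genes, chosen after seeing the values, it was 0.826. Under the 2 rescalings Mhc moved as well, to 0.841 and 0.904, and stayed above Act57B. Over the mean of the other 3 libraries and over the other genotype's +RU486 library, Mhc was 0.713 and 0.611, below Act57B as in Fig. 4b. Act42A was 0.768 here and about 0.85 in Fig. 4b, read by eye. It was 0.890 over the mean of the other 3 libraries, 0.804 over the other genotype's +RU486 library, 0.990 after rescaling to all genes and 1.06 after rescaling to ribosomal protein genes.

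The paper describes muscle structure genes as little changed. On the deposited scale, 29 of 30 genes of the muscle structure list were lower with RU486 in MEF2 RNAi flies, with a median log2 fold change of -0.53, while 88.9% of all genes were lower. The list's median was -0.16 relative to all genes and -0.058 relative to ribosomal protein genes, the latter reference chosen after seeing the values.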

Other observations

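All tests in this part were chosen after the values had been seen.

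Gut genes were high in 1 library, control flies with RU486. Of 30 genes of the gut list, 5 rose by at least 1 on the log2 scale in controls, compared with 1.03% of all genes, and all 5 did so after rescaling to the median of all genes, which argues against a difference in scale. They encode Jonah serine proteases, with log2 fold changes of 1.90 for Jon99Fii and 1.46 for Jon99Ciii. On the deposited scale none of them rose in MEF2 RNAi flies. The list as a whole changed by 0.061 relative to all genes in controls, with members near 0 among them. In MEF2 RNAi flies it changed by 0.30 on that scale, where the rescaling adds 0.36 to every gene. In the other libraries these 5 genes lay between -0.50 and -0.26. For them, a rise of this size with RU486 in both genotypes is thus argued against. RNA from gut tissue in this library and a response to RU486 confined to control flies cannot be told apart, because the table does not show which gut genes are abundant. Uro, NaPi-T and Mur18B, chosen after their values were seen, were high in the same library, with log2 fold changes of 1.81, 1.54 and 2.33 in controls.

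Antimicrobial peptide genes differed by genotype beside following the common shift. All 16 genes were lower with RU486 in MEF2 RNAi flies and higher with RU486 in controls, with median log2 fold changes of -0.42 and 0.26, which relative to all genes were -0.059 and -0.091. Of the 16 genes, 9 were higher in both MEF2 RNAi libraries than in both control libraries, an order found in 3.31% of all genes and in at most 5 genes of any of 10000 random lists. Because the 2 MEF2 RNAi libraries lie on opposite sides of 0 for most genes, a difference in scale is argued against. Def had values of 0.41 and 0.66 in MEF2 RNAi flies with and without RU486, and -0.47 and -0.61 in controls. Dro, with a larger change upon RU486 feeding, had 0.11 and 0.95 in MEF2 RNAi flies and -0.42 and -0.64 in controls. No biological explanation, such as infection or genetic background, was tested.

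A part of the heat shock genes rose with RU486 in both genotypes. Of 16 genes, 9 were higher with RU486 in both, compared with 9.41% of all genes. The list's median log2 fold change was 0.37 in MEF2 RNAi flies and 0.69 in controls, and relative to all genes it was 0.73 and 0.34. Hsp26 rose by 1.00 and 1.37. The Hsp70 genes are near-identical copies, and how reads were divided among them is not stated. No explanation was tested.

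For the remaining lists, median log2 fold changes relative to all genes in MEF2 RNAi flies were -0.20 for the fat body list (10 genes), -0.090 for neurons (13 genes), -0.042 for hemocytes (9 genes), -0.047 for the proteasome (37 genes) and -0.17 for lipid droplet and sterol genes (23 genes). Relative to ribosomal protein genes, those of neurons, hemocytes, the proteasome and antimicrobial peptides lay above 0, at 0.014, 0.062, 0.057 and 0.046.

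Some pairs of genes had the same values in all 4 libraries. Among pairs with a range of at least 0.5 over the libraries there were 5, and 3 of them overlap on opposite strands in the BDGP6 annotation: Cyp9c1 and CR43787, CG6553 and CR44367, and dUTPase and CR45778, all named after their values were seen. For these 3 pairs, reads counted on both of 2 overlapping genes are a candidate explanation. The other 2 pairs do not overlap. The gene fln and CR45161, which overlap on opposite strands, differed little, with control log2 fold changes of 0.75 and 0.75.

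The lifespan data are the paper's, from Table S3, and no RNA was sequenced from those flies. On the high calorie diet, the mean age at death of MEF2 RNAi populations was 6.96 days higher with RU486 in trial 1 and 6.69 days higher in trial 2, and 1.75 days higher in control populations. With the TRiP line for MEF2 RNAi (Fig. S3H and S3I) on the same diet, it was 3.20 days higher in trial 1 and 1.71 days higher in trial 2, the latter from 1 population per treatment. The control comparison came from 1 trial with 3 populations per treatment, and no test was run. In the table's sheet for Fig. S3H and S3I, population 1 with RU486 of the second trial lists the same deaths on the same days as population 1 with RU486 of the first trial, 95 deaths in all.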
